# ECAT11/L1td1 Is Enriched in ESCs and Rapidly Activated During iPSCGeneration, but It Is Dispensable for the Maintenance and Induction of Pluripotency

**DOI:** 10.1371/journal.pone.0020461

**Published:** 2011-05-26

**Authors:** Kumiko A. Iwabuchi, Tatsuya Yamakawa, Yoshiko Sato, Tomoko Ichisaka, Kazutoshi Takahashi, Keisuke Okita, Shinya Yamanaka

## Abstract

The principal factors that lead to proliferation and pluripotency in embryonic stem cells (ESCs) have been vigorously investigated. However, the global network of factors and their full signaling cascade is still unclear. In this study, we found that ECAT11 (L1td1) is one of the ESC-associated transcripts harboring a truncated fragment of ORF-1, a component of theL1 retrotransposable element. We generated an *ECAT11* knock-in mouse by replacing its coding region with green fluorescent protein. In the early stage of development, the fluorescence was observed at the inner cell mass of blastocysts and epiblasts. Despite this specific expression, ECAT11-null mice grow normally and are fertile. In addition, ECAT11 was dispensable for both the proliferation and pluripotency of ESCs.We found rapid and robust activation of *ECAT11* in fibroblasts after the forced expression of transcription factors that can give rise pluripotency in somatic cells.However, iPS cells could be established from ECAT11-null fibroblasts. Our data demonstrate thedispensability of ECAT11/L1td1 in pluripotency, despite its specific expression.

## Introduction

Embryonic stem cells (ESCs) have been established from mammalian blastocysts [1],[2],[3]. ESCs have the ability to proliferate vigorously and differentiate into various cell types. Therefore, they are attractive sources for cell transplantation therapy and basic research. ESCs have been used for functional analyses of numerous genes and differentiation processes. Recently, induced pluripotent stem cells (iPSCs) were derived from mouse and human somatic cells that have similar differentiation potential to ESCs, and can overcome the ethical problems and immune rejection associated with ESCs [4],[5],[6].

The molecular mechanisms and pathways underlying the pluripotency and proliferation of ESCs and iPSCs are still unclear. In mouse ESCs, pluripotency can be maintained by leukemia inhibitory factor (LIF) and several transcription factors. LIF activates Stat3 signaling and its downstream cascades [7] that are involved in pluripotency. Oct4 [8], Sox2 [9] and Nanog [10],[11] are also pivotal regulators, and maintain the undifferentiated state of ESCs. Klf4 [12] is also an important factor for the maintenance of ESCs. The Kluppel-like factor (Klf) family, involving Klf4, Klf2 and Klf5, regulates the self-renewal of ESCs [12]. Therefore, pluripotency is maintained by the regulatory networks of many transcription and other factors.

To identify new genes involved in the molecular network of pluripotency, we have previously performed a digital differential display analysis (DDD) of the expressed sequence tag libraries among various mouse tissues and cell lines [10],[13],[14],[15],[16],[17]. Candidates were selected based on their specific expression in ESCs, and included many well-known pluripotency related genes, such as Oct4 and Nanog, as well as a variety of novel genes which we designated the “ECATs” for ES cell-associated transcripts. We have shown that ECAT4 encodes the transcription factor Nanog, which plays critical roles in pluripotency [10], whereas ECAT5 encodes Eras, which promotes the proliferation of mouse ESCs [14].

In this study, we evaluated the expression and function of another ECAT, ECAT11, also known as L1ltd1. Wegenerated ECAT11 knock-outmice and ES cells by inserting the enhanced green fluorescent gene (EGFP) cDNA into the ECAT11 locus. Our study showed that ECAT11 is dispensable for the development and maintenance of pluriptotency, despite its specific expression pattern. We also found that ECAT11 is rapidly activated by Oct3/4, Sox2 and Klf4 in fibroblasts, but is dispensable for the generation of iPSCs.

## Results

### ECAT11 expression, protein structure and localization in mouse ESCs

We identified ECAT11 by a digital differential display analysis of expressed sequence tag (EST) databases [10] as a novel transcript enriched in mouse ESCs. The predicted ECAT11 open reading frame encodes 848 amino acids, showing a similarity to ORF-1, one of the two protein components of the L1 transposable element (L1). L1 is a non-LTR type of retrotransposon, which can move within the genome as a transcribed RNA intermediate. There are >599,000 copies of L1 that occupy 19% of the mouse genome [18]. L1 encodes two proteins, ORF1 and ORF2. ORF1 has a Transposase_22 motif, which is responsible for the RNA binding activity of ORF1 [19],[20],[21]. ORF2 encodes a protein with an endonuclease and reverse-transcriptase activity. ORF1 is mainly localized inthe cytoplasm as an RNA-protein particle, together with ORF2, and supportsthe L1 transition [22]. In the C-terminus of ECAT11, we found high homology with the C-terminus ofthe ORF of L1 T_Fspa_, a subtype of L1 [23]. The identity of the protein sequence in this region was 33% (Figure 1A motif2). The N-terminus of ECAT11 also showed homology with Transposase_22, withan identity of 30% (Figure 1A motif1).

**Figure 1:**
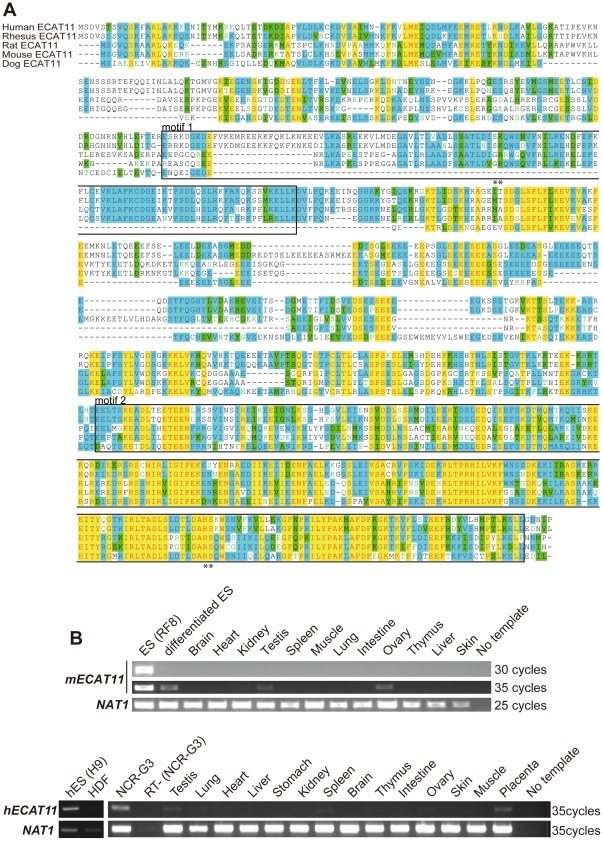
Protein structure andexpression of ECAT11. (A) Amino acid sequences of ECAT11 from various species. The boxes indicate the conserved Transposase_22 motif. Double asterisks indicate equivalent regions of arginin residues responsible for the RNA binding activity of L1ORF1. Black letters on a white background; non-similar residues, blue letters on a cyan background; consensus residues derived from a block of similar residues at a given position, black letters on a green background; consensus residues derived from the occurrence of >50% of a single residue at a given position, red letters on a yellow background; consensus residues derived from a completely conserved residue at a given position, green letters on a white background; residues weakly similar to the consensus residue at a given position. (B)The expression profiles of mouse (upper)and human (lower) ECAT11. RNA was isolated from ESCs, differentiated ESCs, human ESCs (H9), human dermal fibroblasts (HDF), an embryonic tumor cell line (NCR-G3)and various tissues from adult mice or humans, and were used for an RT-PCR analysis. The differentiation of mouse ESCs was achieved by retinoic acid (RA) treatment (300 nM) for 7 days. The amplification cycles are shown at right. NAT1 was used as a loading control.

ECAT11 paralogs can be identified in humans, rhesus macaques, rats and dogs (Figure 1A). The overall identity of these proteins to mouse ECAT11 is relatively low (∼23.1%), but the second ORF1-like domain showed 45.8% identity with the mouse protein. The identity of the first ORF1-like domain is 43.4%, excluding dog ECAT11, which lacks this region. However, two arginine residues (R297 and R298) of the L1 T_Fspa_ ORF1, which are critical for its RNA binding and chaperone activity [24], are not conserved in ECAT11. Therefore, it was unclear whether ECAT11 hadRNA binding and chaperone activity.

An RT-PCR analysis confirmed that ECAT11 is abundantly expressed in mouse ESCs and is suppressed upon differentiation induced by retinoic acid (Figure 1B). The expression was undetectable in most of adult somatic tissues, however, weak expression was observed in the testes, ovaries, and brain. In humans, ECAT11 transcripts were identified in ESCs, an embryonic tumor cell line, testes, ovaries, spleen, and placenta (Figure 1B). As a result, the expression pattern of ECAT11 seems to be similar between mice and humans.

### Generation of ECAT11-EGFP knock-in mice and ESCs

To elucidate the effect of ECAT11disruption and pursue its expression, we generated an ECAT11-EGFP knock-in construct on a bacterial artificial chromosome (BAC) vector. We first replaced the protein cording region of ECAT11 with anEGFP-IRES-Puro cassetteby enzyme-mediated recombination (Figure 2A). The manipulated BAC was then introduced into ESCs by electroporation. After drug selection, we obtained 750 drug resistant colonies. We first screened for the recombination by genomic PCR and then confirmed the recombination by Southern hybridization, in which the wild-type and targeted locus gave rise to bands of 17.2 kbp and 14.5 kbp, respectively (Figure 2B). We found that one out of the 750 clones had the correct homologous recombination. The ECAT11^WT/EGFP^ ESCs were positive for GFP fluorescence, but became negative when differentiation was induced by retinoic acid treatment (Figure 2C), thus suggesting that our reporter recapitulated the endogenous expression. By introducing the ESC clone into blastocysts, we established chimeric, and subsequently ECAT11 knock-in, heterozygous mice.

**Figure 2:**
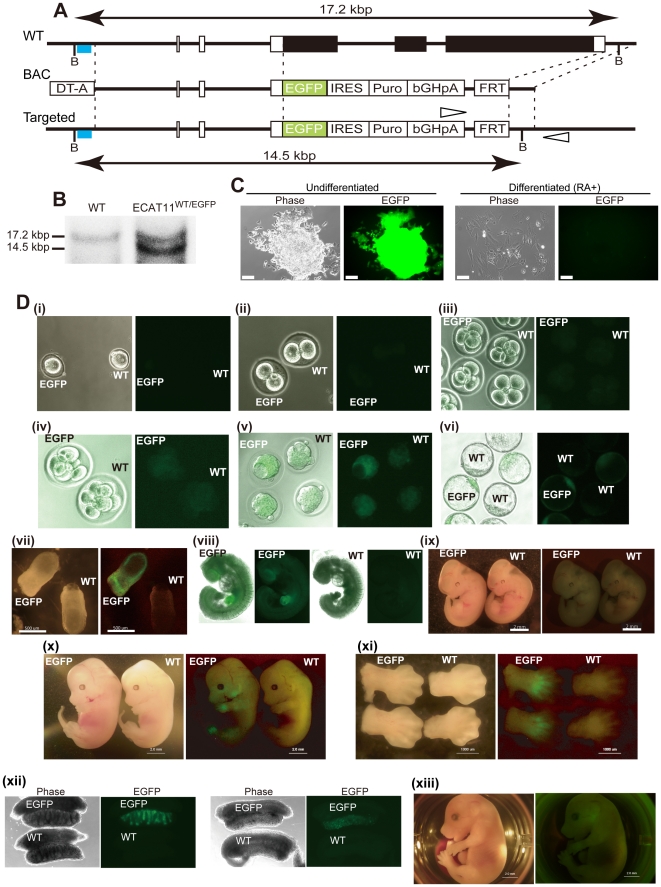
Generation of the ECAT11-EGFP knock-in reporter and mice. (A) Schematic representations of the structures of the mouse ECAT11 gene (WT), targeting BAC (BAC), and targeted loci (Targeted). The positions of the probes (blue lines), and recognition sites of BspHI (B) are shown. The black box indicates the ECAT11 coding region. Open arrowheads indicate the 3′ screening primer pair that amplified only the recombinant allele. DT-A: diphtheria toxin A, IRES: internal ribosomal entry site, Puro: puromycin resistance gene, bGHpA: bovine growth hormone poly A sequence, FRT: flippase recognition target. (B) The results of the Southern blot analysis of ECAT11^WT/EGFP^ ESCs. (C)The morphology of the ECAT11^EGFP/EGFP^ ESCs grown on gelatin-coated dishes. The phase and EGFP fluorescence images of undifferentiated (left panels) and differentiated (right panels) cells are shown. Cells were cultured with RA for eight days before taking the photographs. Bars; 100 µm. (D) ECAT11-EGFP expression in mouse embryos. Bright field and EGFP fluorescence images of fertilized eggs (i), 2 cells (ii), 4 cells (iii), 8 cells (iv), morulae (v), blastocysts (vi), E7.5 gastrulae (vii), E9.5 embryos (viii), E10.5 embryos (ix), E13.5 embryos (x), limbs of E13.5 embryos (xi), reproductive glands of E13.5 embryos; left, testis; right, ovary (xii), and the E15.5 embryo of an ECAT^EGFP/EGFP^ mouse (xiii) are shown. WT: wild type. EGFP: ECAT11^EGFP/EGFP^.

### ECAT11-EGFP localization in mouse embryos

To study the expression of ECAT11 during mouse development, we observed the developmental process from egg to embryonic day (E) 15.5 embryos using ECAT11-EGFP expression (Figure 2D). While EGFP fluorescence was not observed until themorula stage, an obvious expression was noted in the whole blastocyst from the blastula stage (Figure 2D (i)–(vi)). The expression was conspicuous in both embryonic and extraembryonic tissue onE7.5 (Figure 2D (vii)). GFP fluorescence gradually decreased until E9.5, and had completely disappeared by E10.5 (Figure 2D (viii), (ix)). The signal of ECAT11-EGFP appeared again at E13.5 inthe interdigitregions and lower jaw (Figure 2D (x), (xi)). ECAT11-EGFP expression was also observed in the testes and ovaries (Figure 2D (xii)). The fluorescence in the lower jaw and inter-digit regions was detectable until E15.5 (Figure 2D (xiii)).

### The effects of ECAT11 disruption in the entire mouse and ESCs

To elucidate the effects of ECAT11 disruption, we compared the ECAT11^EGFP/EGFP^ and WT mice. The interbred ECAT11 ^WT/EGFP^ mice yield F1 pups, including ECAT11 null mice, according to the Mendelian rule (Wild-type∶ECAT11^WT/EGFP^∶ECAT11^EGFP/EGFP^ = 43∶74∶46). ECAT11-null mutant mice were normal in gross appearance and by the X-ray analyses(Figure S1), and were found to be fertile. Therefore, ECAT11^EGFP/EGFP^ is dispensable in mouse development and fertilization.

To investigate the functions ofECAT11 in ESCs, we obtained 25 blastocysts from intercrosses of ECAT11^WT/EGFP^ heterozygous mice and established 14 ESC lines. Among them, two lines were wild type, nine were ECAT11^WT/EGFP^, and 3 were ECAT11^EGFP/EGFP^. We usedonewildtype line (#6202), two ECAT11^WT/EGFP^ lines (#7491 and #7061), and three ECAT11^EGFP/EGFP^ lines (#6206, #7571 and #7572), as well as the RF8 parental ESC line, in the subsequent analyses. A Western blot analysis confirmed the absence of ECAT11 expression in the ECAT11^EGFP/EGFP^ ESC lines (Figure 3A). Immunostaining also confirmed the absence of the ECAT11 protein in ECAT11^EGFP/EGFP^ ESC lines (Figure 3B). In wild-type ES cells, immunofluorescent microscopy using an anti-ECAT11 antibody detected ECAT11 in the cytoplasmin a spotty pattern, which is similar to that of the L1ORF1 protein (Figure 3B) [22]. No such signal was detected in the ECAT11^EGFP/EGFP^ ESC lines (Figure 3B).

**Figure 3:**
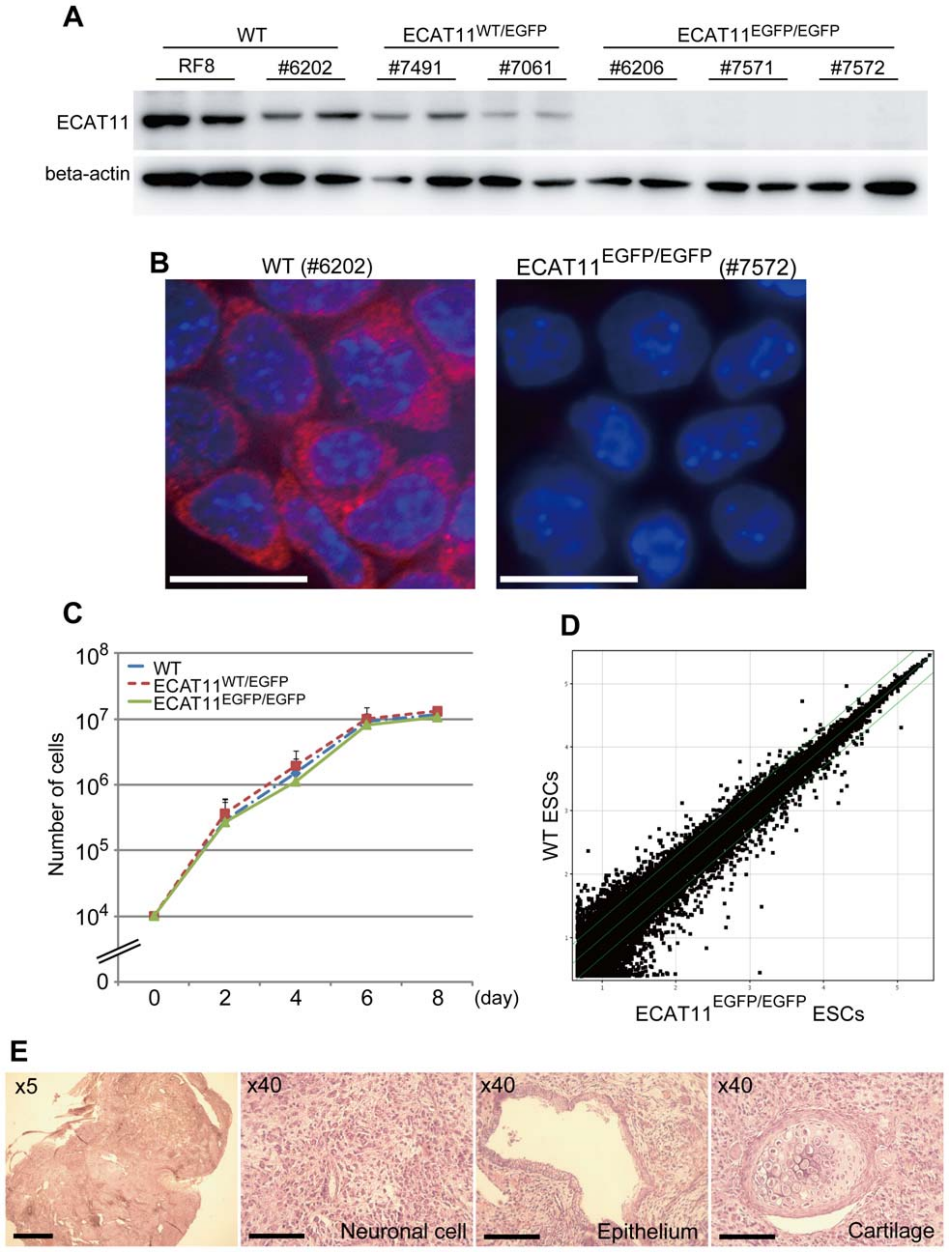
ECAT11 is dispensable for mouse ESCs. (A)A Western blot analysis of the ECAT11 expression in ESC lines. The data are shown in duplicate. (B) Immunocytochemistry of ECAT11. Red: ECAT11, Blue: DAPI. Bars; 20 µm. (C)The proliferation of ECAT11 knock-in ESCs. Ten thousand cells were plated, and counted on days2, 4, 6 and 8. We used 2 WT, 2 ECAT11^WT/EGFP^, and 3 ECAT11^EGFP/EGFP^ ESC lines for this analysis. The data are shown as the averagesand standard deviations. (D) Scatter plots showing a comparison of the global gene expression determined by the microarray analyses between the WT and ECAT11^EGFP/EGFP^ ESCs. The data from 2 WT ESC lines and 3 ECAT11^EGFP/EGFP^ ESC lines cultured on gelatin coated dishes were averaged and used for this analysis. (E)Hematoxylin and eosin staining of teratomas generated from ECAT11^EGFP/EGFP^ ESCs. The gross image (upper left), neural tissue, gut-like epithelia, and cartilage are shown. The scale bars are 200 µm in the gross image and 100 µm in the other images.

ECAT11^EGFP/EGFP^ ESCs showed normal morphology and proliferation (Figure 3C). They also showed similar global gene expression profiles asthe wild type ESCs as determined by a microarray analysis (Figure 3D). 

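Total RNA of 5 ESC lines was labelled with Cy3 and hybridized to 5 one-colour Agilent mouse arrays, 1 array per line. The wild-type group held 2 lines, RF8 (labelled male, strain 129) and #6202 (labelled female, mixed C57BL/6 and 129). The ECAT11 EGFP/EGFP group held 3 lines of mixed background, #6206 (labelled female), #7571 and #7572 (both labelled male). The lines are the replicates. The authors deposited the scanner output, in which each spot has a background-corrected intensity, and a table of log2 values, centred probe by probe, that they made from it. For the values below, the intensities of 41174 probes were divided by the 75th percentile of their array and put on the log2 scale, as in the authors' methods, and spots of one probe were averaged. That percentile was 794.4 in RF8, 763.6 in #6202, 767.2 in #6206, 687.5 in #7571 and 693.5 in #7572. No spot was saturated. The arrays lay on 2 slides. Slide 1 held both wild-type lines and #6206, and slide 2 held #7571 and #7572. The numbers of #7571 and #7572 begin alike and their sex label is the same, so they may not be independent replicates. Between 26390 and 27181 probes were well above background on the arrays of slide 1, against 22063 for #7571 and 21260 for #7572 on slide 2. The lowest signal well above background was correspondingly higher on slide 2, at -4.49 for #7571 and -4.22 for #7572 on the log2 scale, than on slide 1, where it lay between -6.22 and -5.90. Probes called Present on at least 1 of the 5 arrays, 28972 in all, were kept. The genotypes were compared with limma, with Benjamini-Hochberg adjustment over the probes kept, and a call needed an adjusted p under 0.05 and a change of more than 2-fold. The number of arrays limits the precision. No probe on the array is named or placed as ECAT11, so its own transcript is not analysed here.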

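Across the 28898 kept probes with a value on every array, the mean log2 signals of the 2 wild-type lines and of the 3 ECAT11 EGFP/EGFP lines had a Pearson r of 0.984 and a Spearman rho of 0.986. These are correlations across probes, which are not independent replicates. The group means lay within 2-fold of each other for 91.8% of the probes, and for 97.0% of the 20617 probes well above background on all 5 arrays. Among the alternatives that keep the level of each probe, leaving out #6202 moved the r of the group means most, to 0.973. Pairs of arrays of the same genotype had a Pearson r between 0.955 and 0.983, and pairs of different genotypes between 0.951 and 0.971. The mean was 0.966 within genotypes and 0.964 between them. This difference was not larger than that between other splits of the lines (one-sided exact permutation test, p = 0.4, 4 of 10 splits as large, where 10 splits allow no p below 0.1). The highest value between genotypes belonged to #6202 and #6206, both labelled female and on the same slide. RF8 had a higher r with #7571 (0.968) and #7572 (0.969) on the other slide than with the wild-type line #6202 on its own slide (0.961). Of the probes well above background in both lines, 10.3% differed by more than 2-fold between the wild-type lines. Between genotypes the share ran from 5.91% for RF8 and #7572 to 14.2% for RF8 and #6206, the highest of all pairs. Among the ECAT11 EGFP/EGFP lines it ran from 1.82% for #7571 and #7572 to 11.0% for #6206 and #7571.

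**Figure D1:**
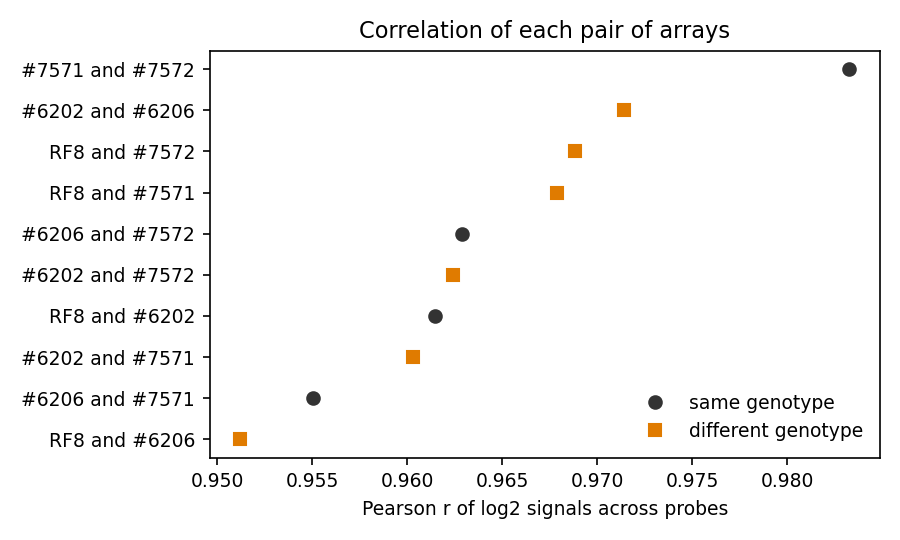
Pearson r of the log2 signals across probes (horizontal axis) for each of the 10 pairs of arrays, with circles for pairs of the same genotype and squares for pairs of different genotypes. The 2 kinds of pair overlap, with 0.955 to 0.983 within and 0.951 to 0.971 between genotypes.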

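With limma, 1 of the 28972 probes passed an adjusted p of 0.05 and a 2-fold change between ECAT11 EGFP/EGFP and wild-type ESCs. At an unadjusted p under 0.05 and the same fold threshold there were 967 probes, 679 higher and 288 lower in ECAT11 EGFP/EGFP ESCs. Without #6206 the split was 545 higher and 604 lower. The methods' t-test gave 583 probes before adjustment, 428 higher and 155 lower, and 0 after Benjamini-Hochberg adjustment, where its smallest adjusted p was 0.0538. Of the kept probes with a value on every array, 23.5% had genotype groups that did not overlap, where chance alone gives 20% for 2 arrays against 3. The alternative that moved limma's count most upward was a stricter filter on dim probes, with 3 calls. With the slide as a block limma made 0 calls, with 1755 probes at an unadjusted p under 0.05 and more than 2-fold apart. Slide 2 held no wild-type line, so that fit sets #6206 alone against the wild-type lines.
The probe called by limma belongs to Ubd and lies on chromosome 17 from 35348129 to 35348188 in mm7, the genome build of the array's probe positions. Its log2 signal was 0.46 in #6206, 1.25 in #7571 and 1.06 in #7572, and it was not well above background in either wild-type line. The ECAT11 EGFP/EGFP mean was 0.92 ± 0.41 (SD, n = 3), at least 117-fold above the wild-type lines. This bound sets the mean over all ECAT11 EGFP/EGFP arrays against the mean, over the wild-type arrays, of the higher of the array's lowest signal well above background and the probe's own signal. The adjusted p from limma was 0.0355, with the signal higher in 3 of 3 ECAT11 EGFP/EGFP lines than in both wild-type lines. It was 0.101 with the slide as a block, and between 0.0535 and 0.585 with 1 line left out in turn. Ubd has a single probe on the array.
On simulated data with the spread of these arrays, limma recovered 0% of probes changed by 2-fold, 22.5% of those changed by 4-fold and 73.1% of those changed by 16-fold. The methods' t-test after adjustment recovered 0% at 2-fold, 0.7% at 4-fold and 3.8% at 16-fold.

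**Figure D2:**
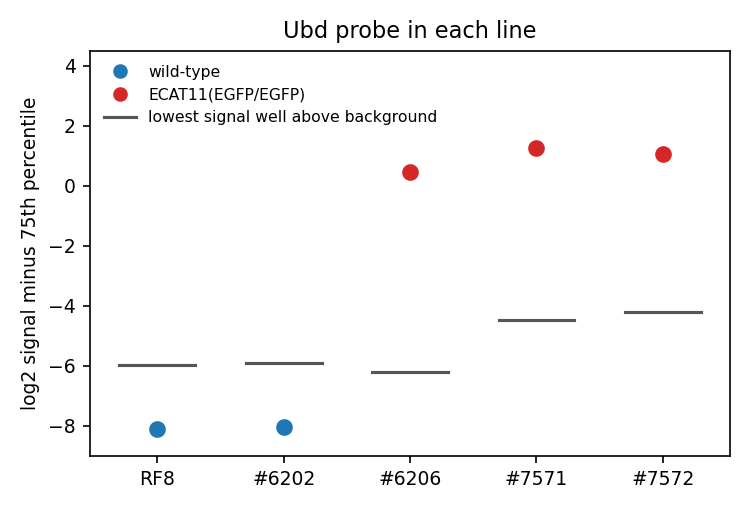
Log2 signal of the Ubd probe minus the 75th percentile of the array (vertical axis) in each line, with a bar at the lowest signal well above background of that array. The ECAT11 EGFP/EGFP lines lie at 0.46, 1.25 and 1.06, above their bars, and both wild-type lines lie below theirs.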

ECAT11^EGFP/EGFP^ ESCs did not exhibit significant change in comparison with wild-type ESCs (>2-fold, p<0.05). When subcutaneously transplanted into immunodeficient mice, ECAT11^EGFP/EGFP^ ESCs formed teratomas, which consisted of various tissues of all three germ layers, such as neuronal cells, epithelium, and cartilage (Figure 3E). Therefore, ECAT11 is also dispensable for theself-renewal of pluripotent ESCs.

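In the array comparison, 39 kept probes measured 26 of 28 genes on a list of pluripotency genes written before the data were examined. None of these probes was called by limma over all probes or adjusted over the list alone (smallest adjusted p 0.253 over the list), and 5 had an unadjusted p under 0.05. The median log2 fold change of the list was 0.15, with 23 probes higher and 16 lower in ECAT11 EGFP/EGFP ESCs, and as a set it was not called by camera, limma's competitive set test (p of 0.323, and 0.452 adjusted over 7 lists), or by fry (p of 0.782). Which wild-type line served as the control decided the direction. The median was 0.33 without #6202, with a camera p of 1.1e-04, and -0.29 without RF8, with a camera p of 0.0728.
The log2 fold change was -0.10 (standard error 0.22) for Pou5f1, 0.23 (0.19) for Sox2, 0.65 (0.56) for Nanog and -0.20 (0.94) for Klf4. It was 0.15 for Klf2, -0.16 for Klf5, -0.59 for Myc, -0.33 for Stat3, -0.033 for Eras and 0.092 for Eif4g2, each from the brightest probe of the gene. The signs for Pou5f1, Klf4, Klf5, Eras and Eif4g2 changed with the slide as a block, which sets #6206 alone against the wild-type lines. Those of Pou5f1, Klf4, Klf5, Eras and Klf2 changed when the wild-type line #6202 was left out, and that of Nanog without RF8. Fbxo15 was higher in all 3 ECAT11 EGFP/EGFP lines, with a log2 fold change of 1.23 (standard error 0.29, adjusted p = 0.471 from limma).
Zfp42 differed between lines of the same genotype. Its brighter probe had a log2 signal of 7.00 in RF8, 6.80 in #6202 and 6.56 in #7571, but 4.01 in #6206 and 3.87 in #7572. The second probe, which overlaps the first, gave 6.26, 5.97 and 5.80 in the former lines and 1.32 and 1.35 in the latter. Between the genotypes the brighter probe had a mean of 6.90 ± 0.14 (SD, n = 2) in wild-type and 4.81 ± 1.51 (SD, n = 3) in ECAT11 EGFP/EGFP ESCs, and a log2 fold change of -2.09 that limma did not call (adjusted p = 0.721).
A list of 20 lineage marker genes, 18 of them with kept probes, had a median log2 fold change of -0.16 (camera p of 0.463, 0.497 adjusted over the lists, and fry p of 0.323), with 0 of 23 probes called by limma over all probes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. A list of fibroblast genes passed camera (p of 0.00412, 0.0144 adjusted over the lists), with a median of -0.54 and 20 of 23 probes lower. A list of interferon-responsive genes, written after Ubd had been seen, passed too (0.0144 adjusted), a fall that rests on RF8. Neither list passed fry (p of 0.142 and 0.298), nor camera with the slide as a block. From the array profiles, the growth of the lines and the teratomas, the paper concludes that ESCs renew themselves without ECAT11.

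**Figure D3:**
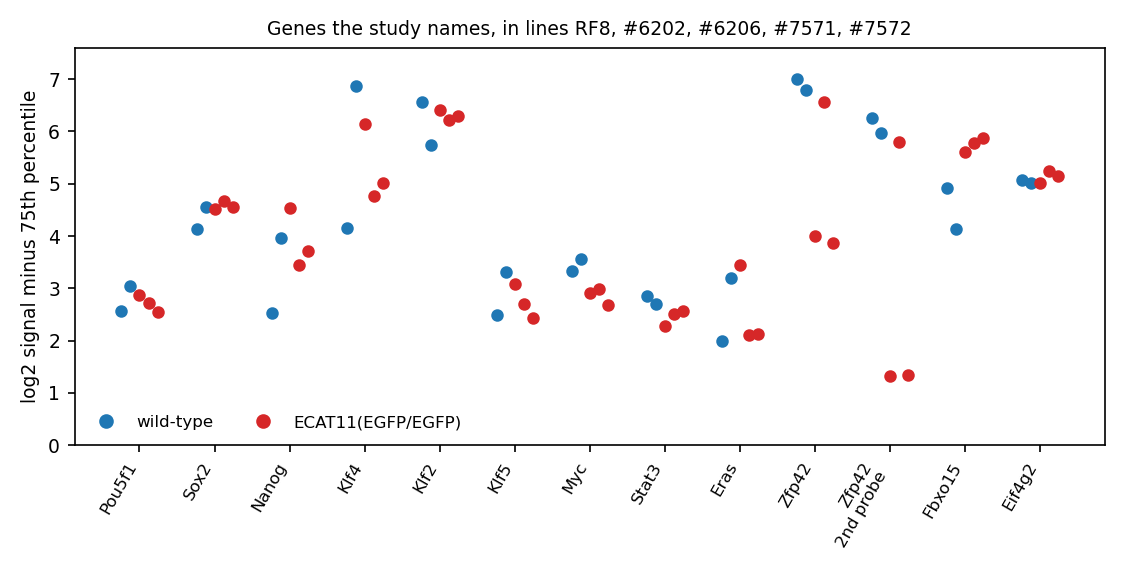
Log2 signal minus the 75th percentile of the array (vertical axis) of the genes the study names, with a point per line in the order RF8, #6202, #6206, #7571 and #7572. Levels of different probes cannot be set against each other. Zfp42 lies at 4.01 in #6206 and 3.87 in #7572, below the other lines.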

### Induction of ECAT11 expression in mouse embryonic fibroblasts

We examined whether ECAT11 can be activated by pluripotency-associated transcription factors (Oct4 (O), Sox2 (S), Klf4 (K), c-Myc (M) and Nanog (N)) in mouse embryonic fibroblasts (MEFs). We introduced various combinations of the five transcription factors into MEFs established from ECAT^EGFP/EGFP^ embryos (Figure 4). Two days after the transduction of 31 possible combinations, we examined the expression of ECAT11-EGFP by a flow cytometer. No single factor was able to induce EGFP fluorescence. However, we observed arapid and robust (>10%) activation by three combinations, OSK, OSKM, and OSKMN (Figure 4). Modest activation (∼5%) was obtained by OK, OKN, and OKM. These data indicated that ECAT11 is rapidly activated by Oct3/4 and Klf4, together with Sox2.

**Figure 4:**
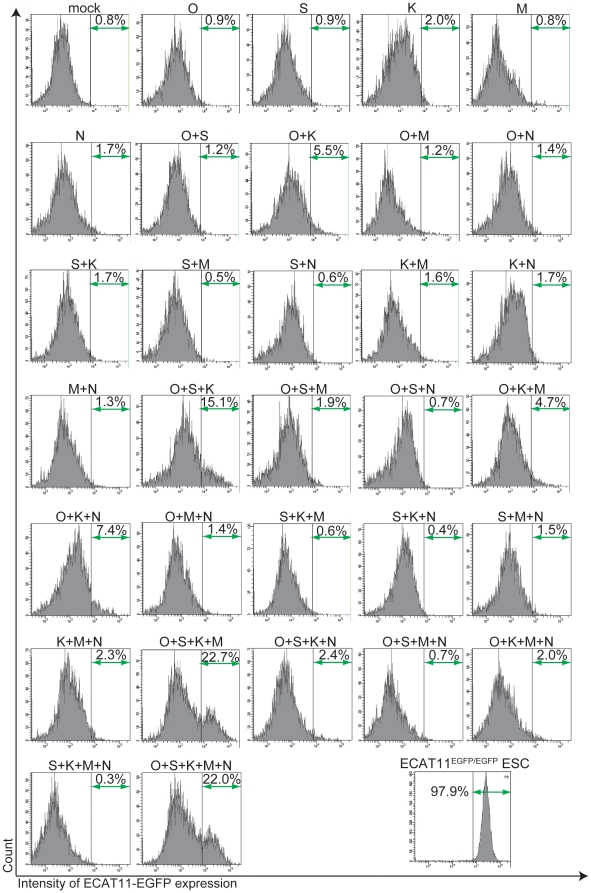
Activation of the ECAT11 promoter by forced expression of Oct4, Sox2 and Klf4. The expression of the ECAT11-EGFP fluorescent marker was induced by various combinations of transcription factors. EGFP fluorescence was analyzed by flowcytometry two days after retroviral transduction. O: Oct4, S: Sox2, K: Klf4, M: c-Myc, N: Nanog.

### ECAT11 is dispensable for iPSC generation

The rapid activation of ECAT11 in MEFs by OSK(M) prompted us study whether iPSCs can be generated without ECAT11. We introduced the four reprogramming factors (OSKM) by retroviruses into ECAT11^EGFP/EGFP^ MEFs. Five days after transduction, cells were re-seeded onto SNL feeder cells and selected with puromycin. Approximately 20 days after transduction, we observed many puromycin-resistant colonies. These cells were expandable, and showed a morphology and proliferation similar to ESCs (Figure 5A). These cells expressed pluripotency-associated genes, such as Nanog, at comparable levels to those in ES cells (Figure 5B). They also formed teratomas containing various tissues representing all three germ layers (Figure 5C). These data demonstrated that ECAT11 is dispensable for mouse iPSC generation.

**Figure 5:**
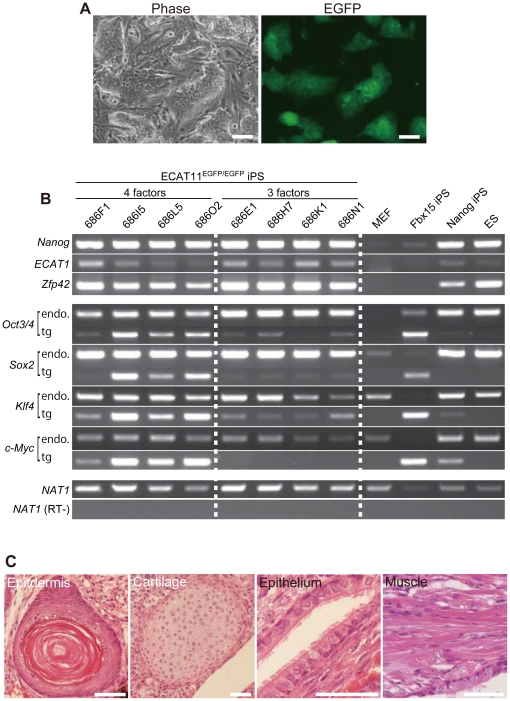
Generation of iPSCs from ECAT11^EGFP/EGFP^ MEFs. (A) Morphology of an ECAT11^EGFP/EGFP^ iPSC colony, which was picked on day 23 after induction of four factors (Oct4, Sox2, Klf4 and c-Myc) and cultured on feeder cells for three passages. Scale bars: 100 µm. (B) The expression levels of three pluripotency markers (Nanog, ECAT1 and Zfp42), and four transcription factors (Oct4, Sox2, Klf4 and c-Myc). Total RNA was collected from four clones of ECAT11^EGFP/EGFP^ iPSCs(686F1, 686I5, 686L5 and 686O2) established using four factors (Oct4, Sox2, Klf4 and c-Myc), and four clones (686E1, 686H7, 686K1 and 686N1)established usingthree factors (Oct4, Sox2 and Klf4). The iPSCs selected with Fbx15 orthe Nanog reporter (20D17), MEFs, and ES cells were also usedas controls. For reprogramming factor detection, RT–PCR analyses were performed with primers that amplified endogenous transcripts only (endo) and transgene transcripts only (tg) to detect the viral vector silencing. (C) Hematoxylin and eosin staining of teratomas generated from ECAT11^EGFP/EGFP^ iPSCs. Scale bars: 50 µm.

## Discussion

In this study, we generated ECAT11-EGFP knock-in/-out mice and studied the expression and functions of ECAT11. We confirmed that ECAT11 is expressed in early mouse embryos and undifferentiated ES cells. We also found that ECAT11 is rapidly activated during iPSC generation. Despite this specific expression, ECAT11-deficient ES cells were normally self-renewed and remained pluripotent. We were able to generate iPSCs from ECAT11-null fibroblasts. These data demonstrated that ECAT11 is dispensable for the induction and maintenance of pluripotency, despite its specific expression.

It has been reported that a lot of truncated sequences derived from L1 are dispersed in the mouse genome [25], indicating that these fragments might work as complementary factors for ECAT11. Indeed, some dispersed L1 sequences are still active in several types of somatic cells [26],[27] and germ cells at various developmental stages [28]. L1 expression was also observed in the blastocyst, from which ESCs are derived [29]. The L1ORF1 protein binds to RNA in a sequence non-specific manner [30]. In addition, other putative proteins containing Transposase_22 are interspersed in the mouse genome (EMBL-EBI: IPR004244 Transposase_22: http://www.ebi.ac.uk/interpro/IEntry?ac=IPR004244). Therefore, these related proteins might compensate for a loss of function of the ECAT11 protein.

The expression of ECAT11-EGFP in MEFs was effectively promoted by the forced expression of three factors, Oct4, Sox2 and Klf4. This induction was further enhanced by c-Myc. Previous reports of studies using chromatin-immunoprecipitation assays showed that the promoter region of ECAT11 is occupied by Klf4 and c-Myc in mouse ESCs [31],[32]. Oct4 and Sox2 have been shown to regulate the transcriptional activity of target genes through the interaction with their recognition sequences, octamer- and SRY-binding sites, respectively. The database analysis of transcription factor binding sites using TFSEARCH (http://www.cbrc.jp/research/db/TFSEARCH.html) identified multiple octamer- and SRY-binding sites in the 5′- flanking region of the mouse ECAT11 gene. However, genome wide mapping of Sox2 and Oct4 binding sites by ChIP-seq could not detect their interaction in these regions in ESCs [32]. It therefore remains to be determined whether Oct3/4 and Sox2 directly activate the transcription of ECAT11.

In conclusion, we have herein demonstrated that ECAT11 disruption does not affect the function of ESCs, mouse development or fertility. By using a reporter mouse, we found that the ECAT11 promoter is rapidly activated by ectopic expression of Oct4, Sox2 and Klf4. Nevertheless, iPSCs can be generated from ECAT11-null fibroblasts. Therefore, ECAT11/L1ltd1 is considered to be dispensable for the induction and maintenanance of plutipotency, despite its specific expression.

## Materials and Methods

### Cell culture, induction of transcription factors and reprogramming

ESCs (RF8mouse ES cell line [33] and all other embryonic stem cell lines established in this research)were maintainedin DMEM supplemented with 20% FBS(Invitrogen), 0.1 mM non-essential aminoacids(Invitrogen), 2 mM L-glutamine(Invitrogen), 50 U/ml penicillin-streptomycin(Invitrogen), 0.11 mM 2-mercaptoethanol(Invitrogen)and LIF on feeder layers of mitomycin C-treated SNL cells [34] or gelatin coated dishes. As a source of leukemia inhibitory factor (LIF), we used conditioned medium (1∶1000 dilution) from Plat-E cell cultures that had been transduced with a LIF expression vector. ESCs were passaged every 2 days. Plat-E packaging cells, which were also used to produce retroviruses, were maintained in DMEM containing 10% FBS, 50 units/50 mg/ml penicillin/streptomycin, 1 µg/ml puromycin (Sigma), and 10 µg/ml of blasticidin S (Funakoshi). H9 human embryonic stem cells (WiCell) were maintained in Primate ES medium(ReproCELL, Japan) supplemented with 4 ng/ml recombinant humanbasic fibroblast growth factor (bFGF, WAKO, Japan). Retroviral transductions and induction of nuclear reprogramming were performed as described previously [35].

### Mice

All mice used in this study were bred and sacrificed appropriately following code of ethics of animal research committee in Kyoto University.The animal care and experimental procedures of this subject were approved by the Animal Research Committee, Kyoto University and carried out according to the Regulation on Animal Experimentation at Kyoto University (approval ID : I-6-5).

### Construction of targeting vectors for targeted disruption of ECAT11 in mouse ESCs

We purchasedthe bacterial artificial chromosome (BAC) clone RP24-326M13 containing ECAT11 from the BACPAC resources center. By using the RED/ET recombination technique (Gene Bridges), we replaced from the translation initiation site to exon 5 that contained the ECAT11 coding region with an EGFP-IRES-Puro cassette and inserted a diphtheria toxin A cassette 8.7 kbp upstream of the 5′ arm. After linearization with BspTI, the modified targeting vectors were introduced into RF8 ESCs by electroporation. Genomic DNA isolated from puromicin-resistant colonies was screened for homologous recombination by PCR, and correct targeting was confirmed by a Southern blot analysis of BspHI-digested DNA with a specific probe. The Southern blot analysis was performed following the manufacturer's protocols. For the sequences of the primers and probes, see Table 1.

**Table 1:** PCR primers and probes list.

Subject	gene or target name	sense primer	anti-sense primer
RT-PCR	ECAT11 (mouse)	TCTCAGACCTTCACAGCCTCCGTC	CCCCTCCTGCTTCTTGAGAGTTCC
	ECAT11 (human)	CATTTTCAGATCTGCAAAGCCTTAG	TTCATCTCCTCTGGCTTAGCAAC
	NAT1 (mouse and human)	ATTCTTCGTTGTCAAGCCGCCAAAGTGGAG	AGTTGTTTGCTGCGGAGTTGTCATCTCGTC
	Nanog	AGGGTCTGCTACTGAGATGCT	CAACACCTGGTTTTTCTGCCACCG
	ECAT1	TGT GGG GCC CTG AAA GGC GAG CTG AGA T	ATGGGCCGCCATACGACGACGCTCAACT
	Zfp42	ACGAGTGGCAGTTTCTTCTTGGGA	TATGACTCACTTCCAGGGGGCACT
	Oct4 endo	TCTTTCCACCAGGCCCCCGGCTC	TGCGGGCGGACATGGGGAGATCC
	Oct4 Tg	TTGGGCTAGAGAAGGATGTGGTTC	TTATCGTCGACCACTGTGCTGCTG
	Sox2 endo	TAGAGCTAGACTCCGGGCGATGA	TTGCCTTAAACAAGACCACGAAA
	Sox2 Tg	GGTTACCTCTTCCTCCCACTCCAG	TTATCGTCGACCACTGTGCTGCTG
	Klf4 endo	CCAACTTGAACATGCCCGGACTT	TCTGCTTAAAGGCATACTTGGGA
	Klf4 Tg	GCGAACTCACACAGGCGAGAAACC	TTATCGTCGACCACTGTGCTGCTG
	c-Myc endo	TGACCTAACTCGAGGAGGAGCTGGAATC	TTATGCACCAGAGTTTCGAAGCTGTTCG
	c-Myc Tg	CAGAGGAGGAACGAGCTGAAGCGC	TTATCGTCGACCACTGTGCTGCTG
BAC modification	ECAT11 region	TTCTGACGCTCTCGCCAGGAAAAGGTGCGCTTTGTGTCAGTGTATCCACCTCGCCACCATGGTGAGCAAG	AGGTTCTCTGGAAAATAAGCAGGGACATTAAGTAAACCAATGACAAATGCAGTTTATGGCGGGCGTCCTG
	DTA for ECAT11 upstream region	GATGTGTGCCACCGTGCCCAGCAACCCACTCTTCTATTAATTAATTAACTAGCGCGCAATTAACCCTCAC	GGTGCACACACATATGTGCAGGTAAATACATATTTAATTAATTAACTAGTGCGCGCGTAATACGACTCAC
Recombinant allele screening	ECAT11 3' region	TCGCATTGTCTGAGTAGGTGT	GAATAGCCAAGCAACTTCTACTGT
Genotyping	ECAT11	TCCAGGAGCACATCACATTAGTGACCC	ATTGCATCTCCTTCTTGCTGCCCTATC
			CGTCGCCGTCCAGCTCGACCAG
Southern hybridization	ECAT11 5' region	CTGAACCCCAGTTCTCCCAACC	CCTTAGGTCAGGCATATGCGAATA

### Generation of ECAT11-deficient mice and ESCs

The ECAT11 disrupted (ECAT11^WT/EGFP^) heterozygous ESCs were microinjected into C57BL/6 blastocysts and implanted into pseudopregnantJcl:ICR females to obtain chimeric mice. The chimeric founders were mated with each other or C57BL/6 mice to generate heterozygous ECAT11^WT/EGFP^ mice, which were then intercrossed to produce homozygous ECAT11^EGFP/EGFP^ mice. All of the phenotype analyses were performed with littermates on a mixed 129/Sv and C57BL/6 background.

To establish ECAT11^EGFP/EGFP^ ESCs, ECAT11^WT/EGFP^ or ECAT11^EGFP/EGFP^ female mice were injected with 10 µg of tamoxifen (Sigma) and 1 mg of depo-provera (Sigma) subcutaneously on the third day after mating. Four days later, pregnant mice were sacrificed, and embryos in diapause were flushed out of the uterus by PBS supplemented with 10% FBS. These blastocysts were cultured on SNL feeder cells in four-well plates in DMEM supplemented with 10% FBS, 0.1 mM non-essential aminoacids, 2 mM L-glutamine, 50 U/ml penicillin-streptomycin, and 0.11mM 2-mercaptoethanol. After 6 days, the central mass of each explant was harvested, rinsed in PBS, and placed in a drop of trypsin for 5 minutes. The cell mass was collected with a finely drawn-out Pasteur pipette preloaded with medium, ensuring minimal carryover of the trypsin. The cells were gently transferred into a fresh well with medium containing 20% FBS. The resulting primary ESC colonies were individually passaged into the wells of four-well plates containing SNL feeder cell layers. Thereafter, cells were expanded by trypsinization of the entire culture. Genotypes of established clones were confirmed by genotyping PCR (For primers, see Table 1).

### RT-PCR and real-time PCR

Total RNA from mice was purified with the TRIzol reagent (Invitrogen) and treated with a Turbo DNA-free kit (Ambion) to remove genomic DNA contamination. Total RNA of dermal fibroblasts and various tissues from adult humans were purchased from STRATAGENE® and CELL APPLICATIONS, Inc. One microgram of total RNA was used for the reverse transcription reaction with ReverTraAce-A (Toyobo, Japan) and the dT20 primer, according to the manufacturer's instructions. PCR was performed with Ex Taq HS (Takara, Japan).

### Generation of anti-ECAT11 polyclonal antibodies

The coding sequence of aa275 to 360 of *ECAT11* was amplified by PCR (For primers, see Table 1). The PCR product was subcloned into pENTR/D-TOPO (Invitrogen), and was transferred into pDEST17 (Invitrogen) by LR recombination. After introduction of the resulting expression vector, pDEST17- mECAT11-275360, into BL21-AI *E. coli* (Invitrogen), recombinant protein production was induced according to the manufacturer's protocol. Histidine-tagged ECAT11 was purified using Ni-nitrilotriacetic acid agarose (Qiagen) under denaturing conditions in the presence of 8 M urea. After dialysis against 6 M urea, the recombinant proteins were consigned to SCRUM Inc. to generate anti-ECAT11 rabbit polyclonal antibodies.

### Western blot analysis

The cells in a semiconfluent state were lysed with M-PER (Thermo Scientific) supplemented with protease inhibitor cocktail (Roche). Ten microliters of the cell lysate were separated by electrophoresis on 8% SDS-polyacrylamide gels, then were transferred to a polyvinylidinedifluoride membrane (Millipore), and probed with the primary antibody against ECAT11 (1∶1000) or β-actin (1∶5000, A5441, Sigma). Signals were detected with anti-mouse IgG-HRP (1∶3000, #7076, Cell Signaling) or anti-rabbit IgG-HRP (1∶2000, #7074, Cell Signaling).

### Immunocytochemistry

ESCs were fixed with PBS containing 4% paraformaldehyde for 20 min at room temperature. After washing with PBS, the cells were treated with PBS containing 5% normal goat serum (Millipore), 1% bovine serum albumin (BSA, Nacalaitesque), and 0.2% Triton X-100 for 45 min at room temperature. After 3 washed with PBS, 8 µl of primary antibody (anti-ECAT11 rabbit whole serum) was diluted in 800 µl of PBS containing 1% BSA and added into blocked cells. The secondary antibody used was cyanine 3 (Cy3)-conjugated goat anti-Rabbit IgM (1∶500, Millipore).

### Teratoma formation

The cells were harvested by 0.25% trypsin/1 mM EDTA treatment, collected into tubes, and centrifuged, and the pellets were suspended in 10% FBS/DMEM. One million of the cells were injected subcutaneously into the dorsal flank of a nude mouse (CREA, Japan). Eight weeks after the injection, tumors were dissected, weighed, and fixed with PBS containing 4% paraformaldehyde. Paraffin-embedded tissues were sliced and stained with hematoxylin and eosin.

### Cell proliferation assay

Ten thousand cells were plated in duplicate onto 60 mm gelatin coated dishes. Before counting cells, these cultured dishes were washed with 1 ml PBS and cells were dispersed with 500 µl of 0.25% trypsin. Thereafter, 2 ml of medium were added, and 100 µl of the suspension was used for counting. The number of cells was counted on days 2, 4, 6, and 8 using a Z1 Coulter Particle Counter (Beckman coulter). This procedure was repeated three times.

### Microarray analysis

Total RNA from wild-type and ECAT11^EGFP/EGFP^ ESCs were labeled with Cy3, and were hybridized to oligonucleotide microarrays (Agilent) according to the manufacturer's protocol. Hybridization was repeated with ESCs representing two independent wild-type clonesand three ECAT11^EGFP/EGFP^ clones. The arrays were scanned with a G2565BA Microarray Scanner System (Agilent). The data were analyzed using the GeneSpringGX ver. 11.5 software program (Agilent). Each chip was normalized to the 75th percentile of the measurements. The flag settings were set as described below. Absent;Spot feature is not uniform, saturated or population outlier, Marginal; spot feature is not positive or not above background:, Present;spot feature is other than those above. The genes having present flag in at least one out of the five samples wereused for the analyses.We compared wild-type and ECAT11^EGFP/EGFP^ ESCs and analyzed the result based on unpaired t-statistics with Benjamini and Hochberg false discovery rate (>2-fold change, p<0.05). Microarray data are available in GEO (Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/projects/geo/index.cgi) with the accession number GSE28145.

### MEF establishment

MEFs were derived from ECAT11^EGFP/EGFP^ embryos at E13.5. After removal of the head and gastrointestinal tract, the embryos were minced, and dissociated with trypsin. The cell suspensions were plated onto gelatin-coated dishes through 70 µm mesh. Five days after plating, the established MEFs were counted, and 5×10^6^ cells were stored using freezing medium. The MEFs were thawed and used for induction assays after one passage.

### FACS analysis

Cells were harvested by incubation in 0.25% trypsin/1 mM EDTA for 5 min at 37°C, and single-cell suspensions were obtained by repetitive pipetting and transfer through a 70 µm cell strainer. After washing with PBS supplemented with 3% FBS, cells were resuspended in PBS containing 1/1000 volumes of DAPI and analyzed by a FACSAria II instrument (BD Biosciences). Dead cells were excluded by staining with DAPI. The data were analyzed with the Diva 6.1 software program (BD Biosciences).

## Supporting Information

Figure S1 **X-ray analysis of ECAT11^EGFP/EGFP^ mice.** X-ray evaluation of ECAT11^EGFP/EGFP^ or WT mice (2-week-old).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

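Gene expression was measured in 5 mouse ESC lines cultured on gelatin, 2 wild-type (RF8 and #6202) and 3 ECAT11 EGFP/EGFP (#6206, #7571 and #7572), with 1 one-colour Agilent array per line. The authors scanned the arrays and extracted them with Feature Extraction 9.5.3.1, and deposited for each spot the mean intensity, the local background and an intensity after background correction, none of them normalized between arrays. The authors' methods name another scanner model than the files' headers do. The authors also deposited a table of log2 values of the same arrays. Set against the log2 of the background-corrected intensities, differences between arrays had a slope of 1.00 and a Pearson r of 0.999938 over 20617 probes well above background on all 5 arrays, so that table holds log2 values shifted by a constant per probe.

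The values reported here were computed from the background-corrected intensity of each of the 45018 spots per array. The 1639 control spots were left out. Spots that the extraction marked as non-uniform or as population outliers, 0.335% of the rest, were set missing. Each array was divided by the 75th percentile of its intensities, the log2 was taken, and spots of one probe were averaged, which gave 41174 probes. A probe was Present where a spot was positive and significant, well above background, neither saturated nor an outlier, and probes Present on at least 1 array were kept (28972). Groups were compared with limma 3.58.1 in R 4.3.3, with moderated statistics and Benjamini-Hochberg adjustment, a threshold of 0.05 on the adjusted p and of 2 on the fold. The methods' t-test was run on the same values. With 2 arrays against 3, no exact permutation test can give a p under 0.1. Where a probe was not well above background on every array of a group, the fold is given as a lower bound. The fitted log2 fold change of such a probe is no bound, and for Ubd it is printed only to compare settings. Figures were drawn with matplotlib 3.10.9, and tables were read with data.table 1.17.8.

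Of the 25510 probes with an accession of RefSeq form, 22951 were named through the RefSeq gene table, whose assembly is GRCm38.p6, and another 9768 probes through a symbol or synonym in it. The other 8455 kept the name in the files. That assembly is not the build of the probe positions, mm7, so it was used for names and for the order of neighbouring genes only. No probe is named ECAT11 and none lies in the gap of 36272 bases between the nearest probes of its neighbours on chromosome 4, and no table pairs the name ECAT1 with a probe. Both genes are not analysed here.

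The genes named were chosen before the data were examined: ECAT11, the genes the study names, and the 5 called probes with the largest change in each direction whose groups do not overlap. Lists for pluripotency, lineage markers, fibroblasts, the 2-cell state, imprinted genes and sex were written at the same time and tested with camera and fry. A list of interferon-responsive genes was written after the values of Ubd had been seen. Probes described as related to L1 elements and probes near ECAT11 were examined as well.

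The alternatives were another background correction (normexp, offset 50), quantile normalization, the deposited log2 table, no filter and a stricter filter on dim probes, other handling of saturated and marked spots, the slide as a block, the sex label as a covariate, a variance trend, other tests and thresholds, windows of 5 and 20 Mb in place of 10 Mb around ECAT11, and leaving out each line in turn. The code was tested on simulated data with 200 changed probes among 28898, in 20 simulations. The mean error of the log2 fold change of changed probes was 0.0068, and limma made 4 false calls per simulation on average. Camera recovered 100% of simulated lists of 35 probes raised by 1 on the log2 scale and called 0% of unchanged lists. The simulated probes varied independently, so these shares do not hold for lists whose probes vary together between lines. Western blots, immunostaining, growth curves, teratomas, mice and induced pluripotent cells are not analysed here.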

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

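The tests of the slides and of the background limit were chosen after the values of Ubd had been seen. The others in this part were chosen before their results were seen, although the list of interferon-responsive genes was written because of Ubd, and the alternatives for that list were chosen after its values had been seen.

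Ubd, which the paper does not discuss, was well above background in the 3 ECAT11 EGFP/EGFP lines and in neither wild-type line. Its signal was at least 117-fold higher in the ECAT11 EGFP/EGFP lines, and it is the probe limma called. Both wild-type values lie below background, where their small spread (SD 0.044) enters the test but is not that of an expressed transcript. With normexp the adjusted p from limma was 0.0862.

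A difference between the slides would leave #6206, which shares slide 1 with both wild-type lines, like them. With the slide as a block, #6206 alone is set against the wild-type lines, as slide 2 held no wild-type line. The log2 fold change was then 8.55 (standard error 0.21), a fitted value that is no bound. So the slide is not the whole of it, although the adjusted p from limma was 0.101. The higher background limit of slide 2 is not the source either, since Ubd lay 5.28 and 5.73 above the lowest signal well above background of its arrays on the log2 scale.

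Several explanations stay open. An interferon response is 1 of them. The 41 kept probes of interferon-responsive genes had a median log2 fold change of -0.42, with 9 higher and 32 lower (camera p of 0.00262, 0.0144 adjusted over 7 lists). The fall rests on RF8: without it the median was 0.058 (camera p of 0.946). The list was not called by fry (p of 0.298), nor by camera with the slide as a block (median -0.47, p of 0.153). Limma called 0 of these probes over all probes, 6 had an unadjusted p under 0.05, and the 1 called adjusted over the list alone, Rsad2, had a higher signal in all 3 ECAT11 EGFP/EGFP lines than in both wild-type lines, but was well above background in #6206 alone. Rsad2 is named here after its values were seen.

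A segment of another strain around Ubd cannot be told apart from an effect of the genotype, because RF8 is labelled 129 and the other lines are of mixed background, and each line can carry its own segments. Of 518 probes within 10 Mb, 5.21% had an unadjusted p under 0.05, against a median of 7.35% over all such windows, which speaks of the wider region and not of a variant in Ubd itself. Signal from the knock-in cassette is open as well, since the paper prints only the ends of the cassette, with which the 60 bases of the probe share at most 6 in a row. As to chance, the adjusted p of Ubd from limma, 0.0355, passed the threshold, but the small spread of wild-type values below background enters it. The call was lost in 10 of 15 alternatives. Splits of the lines cannot exclude chance, since 10 splits into 2 and 3 allow no share below 0.1. Of these splits, 2 gave at least 1 call, the genotypes and the split of #6202 and #6206 from the other lines, which gave 99. That split follows the sex label and also the line numbers, which begin alike for #6202 and #6206, so it is not a split of like lines. Of this pair, Ubd was well above background in #6206 alone. An effect of the loss of ECAT11 on Ubd was not tested apart from these.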

How the results depend on the processing

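All alternatives here were set before the data were examined, except those of the interferon list, which were chosen after seeing the data. Leaving out a wild-type line leaves 1 in its group, which is then assumed to vary like the other group.

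The count of 1 call by limma stayed at 1, again Ubd, with the deposited log2 table, with marked spots kept, with the variance trend, with no fold threshold and with saturated spots as Present, which changes nothing as no spot was saturated. It was 3 with the stricter filter (Ubd, 5730437C12Rik and Olfr460, the last of them lower; the latter 2 are named here after their values were seen). That filter leaves fewer probes to adjust over, 25226. The count was 0 with normexp, quantile normalization, no filter, the slide as a block and the sex label as a covariate, where 258, 856, 1828, 1755 and 1380 probes had an unadjusted p under 0.05 and were more than 2-fold apart. It was 0 without any 1 of the 5 lines, with 826 to 1521 such probes. The methods' t-test gave 583 unadjusted and 0 adjusted, and the test with unequal variances 435 and 0. Apart from fewer arrays and other numbers of probes, the cause was not tested. The share of higher probes among those at an unadjusted p under 0.05 was 70.2%, and 79.8% with normexp, 54.4% with quantile normalization, 85.3% with no filter and 51.4% with the stricter filter. With no filter the median log2 fold change of all probes was 0.12, against -0.019.

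The fitted log2 fold change of Ubd, which is no bound, kept its direction in all 15 alternatives, from 4.62 with normexp to 9.24, and lost its call in 10 of them, where adjusted p lay between 0.0535 and 0.585. With the slide as a block the sign changed for Pou5f1 (0.067), Klf4 (0.64), Klf5 (0.19), Eras (0.86) and Eif4g2 (-0.021), and with the sex label as a covariate for Klf4 (0.12) and Eras (0.18). With 1 line left out the values ran from -0.34 to 0.15 for Pou5f1, -0.062 to 1.36 for Nanog, -1.56 to 1.16 for Klf4, -0.26 to 0.56 for Klf2, -0.56 to 0.25 for Klf5 and -0.64 to 0.57 for Eras. None of these was called by limma in any alternative, and the cause of the changes was not tested. Sox2, Myc, Stat3, Zfp42 and Fbxo15 kept their signs. No alternative can give a value for ECAT11, which has no probe.

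The Pearson r of the group means was between 0.973 and 0.983 with 1 line left out, and between 0.984 and 0.993 with the other settings except the deposited table. There it was -0.17, since centring each probe removes the levels that r rests on, while 91.7% of probes lay within 2-fold.

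The median of the pluripotency list ran from -0.29 without RF8 (camera p of 0.0728) to 0.33 without #6202, where it passed camera (p of 1.1e-04). The lineage list kept its sign, from -0.29 to -0.0030. The fibroblast list (median -0.54, camera p of 0.00412, 0.0144 adjusted over 7 lists) kept its sign but was not past the threshold with the slide as a block (-0.47, p of 0.450) or with fry (median -0.54, p of 0.142). The imprinted list (-0.38, camera p of 0.305) was 0.086 with the slide as a block and ran from -0.47 without #6202, where it passed camera (p of 0.0148), to -0.034 without RF8. The sex list (0.90, camera p of 0.497) was -2.14 with the slide as a block and ran from -1.48 to 3.04. The 2-cell list (0.044, camera p of 0.0591) was -0.15 with quantile normalization, 1.57 with the slide as a block (p of 1.1e-09) and from -1.01 without #6206 (p of 0.0377) to 0.61 without #7571 (p of 0.00204), past the threshold in opposite directions. It also passed, higher, without #6202 (p of 0.0171) and without #7572 (p of 0.0172). The interferon list (-0.42, camera p of 0.00262) was not past the threshold with the slide as a block (-0.47, p of 0.153) or with fry (median -0.42, p of 0.298), and ran from -0.73 without #6202 to 0.058 without RF8. With the slide as a block #6206 is set against the wild-type lines alone. In the fibroblast, imprinted, sex and 2-cell lists limma called 0 probes over all probes and 0 adjusted over the list alone, with 0 to 3 per list at an unadjusted p under 0.05. The cause of the other changes was not tested.

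The share of probes within 10 Mb of ECAT11 with an unadjusted p under 0.05 was 8.67%, which 29.5% of windows reached. It was 15.7% within 5 Mb (2.43% of windows) and 7.61% within 20 Mb (45.6% of windows), and ran from 5.20% without #7572 (25.1% of windows) to 14.9% without RF8 (0.793% of windows). The L1-related probe kept its sign, from -0.45 to -0.10. Signal over background limits dim probes most, as 22063 and 21260 probes were well above background on slide 2.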

Differences from the paper's values

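The paper states that no gene passed its thresholds between ECAT11 EGFP/EGFP and wild-type ESCs, and gives no number beside it. Limma called 1 probe, Ubd, with an adjusted p of 0.0355. Among the alternatives set before the data were examined, the methods' t-test with Benjamini-Hochberg adjustment, which is the test the paper names, gave 0 calls (583 before adjustment). So did the test with unequal variances after adjustment (435 before), and limma with normexp, quantile normalization, no filter, the slide as a block, the sex label as a covariate or any 1 line left out, with between 258 and 1828 probes at an unadjusted p under 0.05 and more than 2-fold apart. Limma kept a call of Ubd with the deposited log2 table, the stricter filter, marked spots kept, saturated spots as Present, the variance trend and no fold threshold.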

Other observations

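The tests of the slides, of a single probe and of the pluripotency list for Zfp42, the test of the slides for RF8 and the split by mean signal were chosen after the results had been seen. The comparison of L1-related probes was set before the data were examined, but its use as a test of compensation was chosen after its value had been seen.

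Zfp42 was lower in #6206 and #7572 than in the other lines. These lines lie on different slides, and #7571 and #7572 on the same slide differed by -2.68 on the log2 scale (#7572 minus #7571), which argues against the slide. The second probe differed by -4.46 between them, which argues against a fault of 1 probe. The 37 other kept probes of the pluripotency list had a median difference of -0.025 between these lines, between -0.83 and 0.66, which argues against a general loss of pluripotency genes. A segment of another strain on chromosome 8 stays open: 0.276% of its 1087 probes compared, Zfp42 left out, were more than 4-fold apart between #7571 and #7572, against 0.150% elsewhere (Fisher's exact test, two-sided, p = 0.240). That comparison needed probes well above background in both lines. Of 22039 probes well above background in #7571, 302 were more than 4-fold lower in #7572 and 25 more than 4-fold higher. With Zfp42 left out, 177 fell as far as its brighter probe or further, so such a fall is not unique to Zfp42. Choosing probes by #7571 favours falls over rises. No other biological explanation was tested.

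More probes were higher than lower in the ECAT11 EGFP/EGFP lines at an unadjusted p under 0.05 and more than 2-fold, 679 against 288. If the higher background limit of slide 2 were the whole source, the excess would go away among bright probes. Among probes above the median of the mean signal over all arrays, 152 of 185 (82.2%) were higher, and below that median 67.4%. Among probes well above background on all 5 arrays, the test planned for this, 78.5% were higher, though that filter removes probes that fell on slide 2. The share was near even with the stricter filter (51.4%) and with quantile normalization (54.4%). The stricter filter keeps probes well above background on all arrays of at least 1 genotype. On both wild-type arrays and no ECAT11 EGFP/EGFP array there were 243 such probes, against 14 the other way. Its share is thus not free of the higher background limit of slide 2 either. It also depends on single lines: without #6206 fewer probes were higher than lower, 545 against 604 (47.4%), and the share was 55.1% without RF8 and 57.4% without #6202, against 71.6% without #7571 and 69.7% without #7572.

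RF8 had a higher correlation with #7571 than with #6202. The difference in r was 0.0082 among probes well above background on all 5 arrays, although RF8 shares a slide with #6202 and not with #7571, and 0.0080 when probes on X and Y were left out too. The slide and the sex chromosomes are thus not the whole source. Splitting the lines by the sex label gave 99 calls with limma, 78 of them lower in the male lines, with 4 on X, 84 on chromosomes other than X and Y, and 11 whose position the files do not place on a chromosome. Of the sex list, 5 probes of the Y-linked genes Ddx3y, Eif2s3y and Uty were among the calls, all higher in the male lines. The split also follows the line numbers, which begin alike for #6202 and #6206, and sex and any origin these lines share were not separated. A model with a genotype by sex term made 0 calls with limma (2752 probes at an unadjusted p under 0.05 and more than 2-fold). It leaves 1 residual degree of freedom, as RF8, #6202 and #6206 are each the single line of their genotype and sex, so this count says little.

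The sex labels were checked in each line. The Y-linked gene Ddx3y had a log2 signal of 1.25 in RF8, 0.78 in #7571 and 1.64 in #7572, all labelled male, and was not well above background in #6202 and #6206. The brightest of the 4 kept Xist probes had -2.05 in #6202 and -0.72 in #6206, both labelled female, and was not well above background in the other lines. A further 2 probes were likewise well above background in these 2 lines alone. The remaining Xist probe went against this, with -2.49 in RF8, not well above background in #6202 and -5.84 in #6206.

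Near ECAT11 on chromosome 4, #6202 lay more than 2-fold outside the range of the other 4 lines in 3 of 121 probes (2.48%), a share that 3.19% of windows of that size reached. The other lines gave between 0 and 2 such probes. This may come from a 129 segment carried with the targeted allele, since #6202 is the line without that allele that is not RF8. It rests on 3 probes and on windows that overlap, and remains a hypothesis.

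The paper proposes that proteins related to L1 ORF1 might make up for the loss of ECAT11. Of 3 probes described as L1-related, 1 was kept, with a log2 fold change of -0.33 (standard error 0.19, adjusted p = 0.802 from limma). A single probe cannot decide whether such transcripts rise, and it carries no value for proteins.

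The 2-cell list differed between single lines. Its median deviation from the mean of the 5 lines was 1.68 in #6206, 0.090 in #6202, -0.30 in RF8, -0.49 in #7572 and -1.11 in #7571. In the imprinted list, H19 had a log2 fold change of 2.18 (adjusted p = 0.485 from limma), named after its values were seen.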
